# MERVL/Zscan4 Network Activation Results in Transient Genome-wide DNA Demethylation of mESCs

**DOI:** 10.1016/j.celrep.2016.08.087

**Published:** 2016-09-27

**Authors:** Mélanie A. Eckersley-Maslin, Valentine Svensson, Christel Krueger, Thomas M. Stubbs, Pascal Giehr, Felix Krueger, Ricardo J. Miragaia, Charalampos Kyriakopoulos, Rebecca V. Berrens, Inês Milagre, Jörn Walter, Sarah A. Teichmann, Wolf Reik

**Keywords:** Zscan4, MERVL, endogenous retrovirus, embryonic stem cell, DNA methylation, imprint, preimplantation, reprogramming, chromatin

## Abstract

Mouse embryonic stem cells are dynamic and heterogeneous. For example, rare cells cycle through a state characterized by decondensed chromatin and expression of transcripts, including the Zscan4 cluster and MERVL endogenous retrovirus, which are usually restricted to preimplantation embryos. Here, we further characterize the dynamics and consequences of this transient cell state. Single-cell transcriptomics identified the earliest upregulated transcripts as cells enter the MERVL/Zscan4 state. The MERVL/Zscan4 transcriptional network was also upregulated during induced pluripotent stem cell reprogramming. Genome-wide DNA methylation and chromatin analyses revealed global DNA hypomethylation accompanying increased chromatin accessibility. This transient DNA demethylation was driven by a loss of DNA methyltransferase proteins in the cells and occurred genome-wide. While methylation levels were restored once cells exit this state, genomic imprints remained hypomethylated, demonstrating a potential global and enduring influence of endogenous retroviral activation on the epigenome.

## Highlights

• Single-cell transcriptomics reveals dynamics of MERVL/Zscan4 network activation
• MERVL-LTR transcriptional network is expressed in iPSC reprogramming events
• Translation block depletes Dnmt proteins, inducing transient global demethylation
• Passage through the MERVL/Zscan4 state may cause irreversible imprint erasure

## Introduction

It is well known that mouse embryonic stem cells (ESCs) contain extensive epigenetic and transcriptional heterogeneities, yet the mechanistic details of how cells enter and exit these different states and their importance for stem cell potency and maintenance are only beginning to be understood (reviewed in De Los Angeles et al., 2015, Lee et al., 2014, Torres-Padilla and Chambers, 2014). Intriguingly, a rare group of ESCs express early-embryonic transcripts, including the Zscan4 cluster (Zalzman et al., 2010) and MERVL endogenous retrovirus (Macfarlan et al., 2012). However, the precise molecular dynamics of this process and any potential epigenetic consequences of the endogenous retroviral activation remain unknown.

Transposable elements comprise more than 50% of mammalian genomes and fall into two classes based on the presence or absence of a long-terminal repeat (LTR) (Friedli and Trono, 2015). One class of LTR-retrotransposon (also known as endogenous retroviruses [ERVs]) is the murine endogenous retrovirus with leucine tRNA primer, or MERVL. Expression of MERVL is normally restricted to the two-cell mouse preimplantation embryo but also occurs transiently in rare ESCs (Macfarlan et al., 2012). Similarly, the Zscan4 cluster of zinc-finger proteins, also normally restricted to the two-cell embryo (Falco et al., 2007), is expressed in a subset of ESCs (Zscan4^+^ cells), where it has been proposed to have a role in telomere elongation and genomic stability (Zalzman et al., 2010). While MERVL^+^ cells express Zscan4 transcripts and vice versa (Akiyama et al., 2015, Ishiuchi et al., 2015, Macfarlan et al., 2012), it is unclear if these markers label a single population or overlapping populations of cells with potentially different functions. Furthermore, the dynamics of transcriptional network activation and any epigenetic consequences in these cells remain unclear.

Globally, MERVL^+^ cells have increased levels of acetylated histones (Ishiuchi et al., 2015, Macfarlan et al., 2012) and an increase in chromatin mobility (Bošković et al., 2014, Ishiuchi et al., 2015). Similarly, Zscan4^+^ cells show an increase in H3K27ac, including at repetitive elements such as retrotransposons (Akiyama et al., 2015). Moreover, experimental perturbations that lead to global chromatin changes, including treatment with histone deacetylase (HDAC) inhibitors (Dan et al., 2015, Walter et al., 2016), knockdown of the chromatin assembly factor Caf-1 (Ishiuchi et al., 2015), the chromatin remodeler Chd5 (Hayashi et al., 2016), Hnrnpk (Thompson et al., 2015), or members of repressive chromatin complexes such as Kap-1, Kdm1a, G9a, Hp1, or Rybp (Hisada et al., 2012, Macfarlan et al., 2011, Macfarlan et al., 2012, Maksakova et al., 2013, Rowe et al., 2010), all result in an expansion of MERVL and/or Zscan4 expressing populations (reviewed in Ishiuchi and Torres-Padilla, 2013, Schlesinger and Goff, 2015). Thus, while a link between chromatin decompaction and MERVL/Zscan4 expression is apparent, a comprehensive genome-wide base-resolution analysis of the epigenetic landscape and its dynamics in this transient cell state is lacking.

In this study, we provide a detailed molecular understanding of the transcriptional dynamics and epigenetic characteristics of MERVL^+^/Zscan4^+^ cells. Through bulk and single-cell transcriptomics, we observe a coordinated upregulation of a MERVL-LTR-driven transcriptional network that is similarly activated during preimplantation development and induced pluripotent stem cell reprogramming. Interestingly, in MERVL^+^Zscan4^+^ cells, inhibition of translation leads to depletion of proteins, including DNA methyltransferases, which in turn results in genome-wide DNA hypomethylation through dilution of methylated cytosines upon DNA replication and cell division. Importantly, while methylation levels are restored following exit from the MERVL^+^Zscan4^+^ state, once genomic imprints are lost, they remain demethylated. In this way, ESCs cycling through the MERVL^+^Zscan4^+^ state may lead to irretrievable loss of imprints in ESC cultures.

## Results

### Single-Cell Transcriptomic Analysis of MERVL-LTR-Driven Network Dynamics

The MERVL endogenous retrovirus and other normally developmentally restricted transcripts, including the Zscan4 cluster, are transiently upregulated in a small subset of mouse ESCs (Akiyama et al., 2015, Ishiuchi et al., 2015, Macfarlan et al., 2012, Zalzman et al., 2010), yet the dynamics of their regulation, epigenetic consequences and functional significance in a broader biological context remain poorly understood. In order to explore the molecular regulation of these rare cells, a double reporter ESC line was constructed containing stable transgene integrations of MERVL and Zscan4c promoter-driven tdTomato and EGFP fluorescent reporters, respectively (Figure 1A). These reporters have been previously described to reflect expression patterns of their endogenous counterparts (Macfarlan et al., 2012, Zalzman et al., 2010). While ∼1%–2% of cells are labeled by both reporters (MERVL^+^Zscan4c^+^), we observed an additional Zscan4c::EGFP^+^-only population (Figure 1B). However, total RNA sequencing (RNA-seq) revealed the same set of transcripts was upregulated in both single- and double-positive populations (Figure 1C), indicating the reporters are largely interchangeable and mark the same set of ESCs, with the MERVL::tdTomato reporter showing a more restricted expression pattern.

We next defined a set of 172 differentially expressed genes based on the total RNA-seq data (Tables S1 and S2), which was used in all subsequent analyses (see Supplemental Experimental Procedures). Interestingly, many of these genes had no known function and were organized in clusters of tandem repeats (Figures 1D and 1E), suggesting a coordinated and rapid regulation of homologous transcripts. Consistent with previous reports (Akiyama et al., 2015, Ishiuchi et al., 2015, Macfarlan et al., 2012), we observed specific upregulation of MERVL endogenous retroviral elements (Figures 1F and S1A) and found differentially expressed genes to be closer to the MERVL promoter (MT2_Mm) when compared to all genes (Figure 1G). Furthermore, we confirmed and extended by assay for transposase-accessible chromatin sequencing (ATAC-seq) analysis (Figures S1B and S1C) the altered nuclear organization recently described at a global level in MERVL^+^Zscan4^+^ cells (Akiyama et al., 2015, Ishiuchi et al., 2015, Macfarlan et al., 2012). The overall increase in chromatin accessibility across the genome was particularly pronounced at promoters of upregulated genes and MERVL elements (MT2_Mm and MERVL-int) (Figure S1C), consistent with the decondensed chromatin structure enabling transcriptional activation of the MERVL MT2_Mm promoter and linked protein-coding genes.

To further understand the dynamics of MERVL-LTR-driven gene activation, single-cell RNA-sequencing was performed on 319 cells sorted from the negative (75 cells), Zscan4c^+^ only (52 cells), and MERVL^+^Zscan4c^+^ (192 cells) populations (Figure 1B). The endogenous counterparts of the reporters were co-regulated across the single cells (Figure 1H), in that MERVL^+^ cells expressed the Zscan4 cluster and vice versa. There was a synchronous graded upregulation of the differentially expressed genes across the single cells (Figure 1I). Notably, cells from the Zscan4c^+^ only and MERVL^+^Zscan4c^+^ sorted fractions were intermingled, suggesting that the two separate populations seen by flow cytometry represented a difference in the kinetics and/or strength of the reporters and not true distinct populations. Importantly, our findings were independent of the reporters and sorting strategies used, as re-analysis of published unsorted ESC single-cell datasets (Buettner et al., 2015, Kolodziejczyk et al., 2015, Kumar et al., 2014) also revealed a similar coordinated and gradual upregulation of the MERVL-LTR-promoted transcriptional network (Figures S1D and S1E).

Next, the transcriptional dynamics of these transient cells was analyzed. By creating a “pseudotime” trajectory, cells were ordered as they activated the MERVL-LTR-driven transcriptional network (Figure 1H; see Supplemental Experimental Procedures for details). This permitted subsequent identification of genes that were dynamic over pseudotime. These genes largely overlapped with the differentially expressed genes identified above (Figure S1F) and fell into five clusters (Figure 1J; Table S3). Interestingly, the first cluster to be activated (cluster 1) includes MERVL, whereas clusters 2 and 3, which contain the Zscan4 genes, were activated soon after. Intriguingly, clusters 4 and 5 became expressed as clusters 1 and 2 began to decrease, suggesting they may include potential negative regulators of the MERVL-LTR-promoted transcriptional network. In summary, the unbiased inference of the ordering of these cells based on modeling of the single cell RNA-sequencing (scRNA-seq) data allowed us to make predictions about the transcriptional network dynamics of MERVL^+^Zscan4^+^ cell regulation.

### MERVL-LTR-Driven Transcriptional Network Activated upon iPSC Reprogramming

The MERVL-driven transcriptional network that is upregulated in MERVL^+^Zscan4^+^ cells is similarly activated upon zygotic genome activation in mouse preimplantation embryos (Ishiuchi et al., 2015, Kigami et al., 2003, Macfarlan et al., 2012) (Figures 2A, S2A, and S2B; Table S4). This coincides with a developmental time window in which dynamic chromatin remodeling events accompany changes in cellular identity and potency. We therefore investigated whether the MERVL-LTR-driven transcriptional network is similarly upregulated during another cellular reprogramming event, specifically during induced pluripotent stem cell (iPSC) reprogramming. Strikingly, while there was no upregulation of the MERVL-LTR-driven transcriptional network at early stages of iPSC reprogramming, consistent with previous reports (Friedli et al., 2014), we observed a dramatic and transient upregulation of the MERVL-LTR-driven transcriptional network in the intermediate-late stages of iPSC reprogramming (Figure 2B; Table S4). In contrast, no upregulation of the MERVL-LTR driven transcriptional network was found in somatic tissues (Figure S2C; Table S4). Therefore, MERVL-LTR transcriptional network activation occurs not only in two-cell embryos *in vivo* but also *in vitro* in a subset of mouse ESCs and during iPSC reprogramming.

### MERVL^+^Zscan4^+^ Cells Undergo Global DNA Demethylation

One commonality in the programs that transiently upregulate the MERVL-LTR-driven transcriptional network is that they coincide with global changes in DNA methylation landscapes. We therefore investigated the methylomes of MERVL^+^Zscan4^+^ cells. Mass spectrometry revealed a decrease in 5-methylcytosine (Figure 3A) and increase in 5-hydroxymethylcytosine (Figure 3B) in MERVL^+^Zscan4c^+^ sorted cells. This was confirmed by whole-genome bisulfite sequencing, which revealed a substantial decline in overall CpG methylation from 80% to 56% (Figures 3C and S3A).

The decrease in CpG methylation occurs genome-wide and is not restricted to any individual genomic feature. There was an overall shift in the methylation levels of probes between MERVL^+^Zscan4c^+^ and negative-sorted cells (Figure 3D) that was evenly distributed across chromosomes (Figure 3E) and not specific to differentially expressed regions. Methylation levels were reduced across all genomic locations and features analyzed, including gene bodies, promoters, enhancer regions, and all repeat classes including MERVL elements (Figures 3F, 3G, and S3B). Intriguingly, genomic imprints also showed reduced methylation levels (Figures 3F and S3C). In summary, MERVL^+^Zscan4^+^ cells have a global loss of DNA methylation across all genomic contexts unlinked to the transcriptional changes occurring in the cell.

### Acute DNA Demethylation Is Not Sufficient for MERVL Network Activation

Next, we investigated whether the global DNA demethylation observed was the cause of the MERVL network activation or a consequence of being in this state. First, global DNA demethylation was induced in ESCs using an inducible Dnmt1 knockout line (Sharif et al., 2016). Within 3 days of Dnmt1 loss, CpG methylation levels genome-wide (Figure 4A) and at MERVL elements (Figure 4B) were reduced to ∼30%, which is less than what is seen in MERVL^+^Zscan4^+^ cells. Despite this, there was no activation of the MERVL endogenous retrovirus (Figure 4C) or MERVL-LTR transcriptional network (Figure 4D), suggesting that acute DNA demethylation during this time window is not sufficient to enter the MERVL^+^Zscan4^+^ state. Similarly, there was no upregulation of the MERVL-LTR transcriptional network during or following the global DNA demethylation that is observed when switching ESCs from serum containing media to naive 2i conditions (Figure 4E) (Ficz et al., 2013, Habibi et al., 2013, Leitch et al., 2013, von Meyenn et al., 2016). Instead, the proportion of MERVL^+^Zscan4^+^ cells is reduced upon long-term naive 2i culture (Figures S4A and S4B) as previously reported (Macfarlan et al., 2012). Furthermore, the MERVL-LTR transcriptional network is not significantly upregulated in DNMT triple-knockout (TKO) cells (Domcke et al., 2015) that are devoid of DNA methylation (Figure S4C), again supporting the notion that MERVL/Zscan4 network activation is not a consequence of global DNA demethylation.

Next, we followed the kinetics of DNA demethylation and MERVL-LTR-driven network activation to further understand the causal relationship between the two. If DNA demethylation followed MERVL^+^Zscan4^+^ state activation, the longer a cell remains in this state, the more demethylated it would become. Negative cells were isolated by flow cytometry and returned to culture, allowing the newly arising MERVL^+^Zscan4c^+^ cells to be identified (Figure 4F). By 72 hr, the initial negative sorted cells had re-established the steady-state proportion of MERVL^+^Zscan4c^+^ cells (Figure S4D). Importantly, during this time, there was a progressive loss of DNA methylation (Figure 4G). Therefore, global DNA demethylation occurs subsequently to MERVL-LTR transcriptional network activation and is not sufficient to induce the MERVL^+^Zscan4^+^ state.

### Translation Block Leads to Depletion of Dnmt Enzymes

Next, the mechanism resulting in global DNA demethylation was investigated. mRNA levels of the DNA methylation machinery enzymes were mostly similar in the MERVL^+^Zscan4c^+^ cells compared to negative-sorted control cells (Figure 5A). Despite this, immunofluorescence staining of Zscan4c^+^ cells revealed a dramatic reduction in the protein levels of maintenance methyltransferase Dnmt1 and de novo methyltransferases Dnmt3a and Dnmt3b (Figures 5B and 5C), with some Zscan4c^+^ cells showing complete absence of protein.

This uncoupling of the transcriptome and proteome is not limited to the Dnmt enzymes. Despite similar transcript levels (Figure 5D), immunofluorescence analysis revealed a complete absence of Oct4 and Sox2 and reduced Nanog protein levels in MERVL^+^ cells (Figures 5E and S5A), consistent with previous reports (Ishiuchi et al., 2015, Macfarlan et al., 2012). This suggests that a general rather than targeted method of protein depletion occurs in MERVL^+^Zscan4^+^ cells. Indeed, global repression of nascent protein synthesis in Zscan4^+^ cells has been previously reported and proposed to be driven by a cluster of genes on chromosome 2 (mm10 Chr12:87473449-88356013) with high sequence homology to eukaryotic initiation factor 1a (Eif1a) (Hung et al., 2013). We confirmed both an inhibition of active protein synthesis in MERVL^+^Zscan4c^+^ cells (Figures 5F and 5G) as well as upregulation of the Eif1A-like cluster (Figures S5B and S5C). Together, this supports the notion that loss of Dnmt and pluripotency proteins in MERVL^+^Zscan4^+^ cells is due to translation inhibition.

### Loss of Dnmt Activity Is Sufficient for Global DNA Demethylation

Our results suggest that the global reduction in DNA methylation was due to impaired DNA methyltransferase activity resulting directly from the loss of the proteins in these cells. To analyze the relative contributions of different Dnmts, we performed hairpin bisulfite analysis which retains linkage of top and bottom strands of individual DNA duplexes. CpGs for LINE L1, MERVL, and major satellites were classified as fully methylated, fully unmethylated, or hemimethylated (in which the top strand was methylated and bottom unmethylated or *vice versa*). As expected, there was a decrease in fully methylated duplexes (Figure 6A), consistent with the global loss of DNA methylation. This corresponded to an increase in both unmethylated and hemimethylated molecules.

To predict the relative efficiencies of the maintenance and *de novo* methyltransferases, a hidden Markov model (Arand et al., 2012) was run on the hairpin bisulfite data (Figure S6A). This enabled the specific methylation efficiencies for the different Dnmts to be calculated based on the experimental data. For all regions, the model predicted a complete absence of any *de novo* activity (Dnmt3a/3b) and a reduced maintenance (Dnmt1) efficiency of 55%–76% compared to negative-sorted cells (Figure 6B). Importantly, MERVL^+^Zscan4c^+^ cells exist in all stages of the cell cycle (Figure 6C), albeit with a prolonged G2/M phase (Fujii et al., 2015, Storm et al., 2014), and undergo mitosis (Figure 6D), permitting a replication-dependent mechanism of demethylation. Therefore, the global DNA demethylation is likely a direct result of cell division with reduced maintenance and *de novo* DNA methylation (Figure 6E).

### Epigenetic Consequences of Passing through the MERVL^+^Zscan4^+^ State

Lastly, the epigenetic and functional consequences of the MERVL^+^Zscan4^+^ state were investigated. Cells were isolated by flow cytometry using the Zscan4c and MERVL reporters and then placed back in culture (Figure 7A). By 72 hr, the cells had mostly exited the MERVL^+^Zscan4c^+^ state and returned to the negative population (Figures 7B and 7C), confirming that cells are able to cycle out of the state. Immunofluorescence staining revealed the newly emerging negative cells now expressed pluripotency and Dnmt proteins (Figure 7D), indicating that the translation block had been lifted and protein synthesis resumed. We next assessed whether the methylome of these cells was restored. MERVL^+^Zscan4c^+^ cells were sorted and re-plated and the newly emerging negative cell population isolated for bisulfite analysis. 

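The newly emerging negative cells were analysed by post-bisulfite adaptor tagging (PBAT), in which bisulfite conversion comes before the adaptors are added, so that libraries can be made from few cells. The cells were E14 mouse embryonic stem cells carrying the MERVL and Zscan4c reporters. Libraries were made from 100 cells each with 10 cycles of amplification, in 3 biological replicates (A, B and C) collected 3 days after re-plating and 3 collected 7 days after it. The sample labels give the earlier time point as 72 hr. Steady-state negative and MERVL+Zscan4c+ libraries of Fig. 7E and Fig. 7F were not analysed here. For each library the authors deposited the number of methylated and unmethylated calls at every CpG cytosine of the mouse genome, without normalization and with uncovered cytosines listed at 0. The aligner, the methylation caller and the treatment of duplicate reads are not given in the sources used here. The CpG positions in the files are those of GRCm38. On chromosomes 1 to 19, X and Y the 3 days libraries held 15564274 calls (replicate A), 14659146 calls (replicate B) and 16764791 calls (replicate C), and the 7 days libraries 13859333, 16026484 and 16053516 calls. Between 22.6% and 26.04% of the 43735100 nuclear CpG cytosines were covered in a library, at a mean of 0.317 to 0.383 calls per cytosine. Single CpGs therefore carry little information at this depth, and calls were summed over the genome, over windows of 50 consecutive CpGs, over genes or over DMRs before levels were computed. A window, gene or DMR was kept when every library had at least 10 calls in it. The 6 libraries were taken as separate, as they are labelled. Levels were compared between the time points by an exact permutation test over libraries, two-sided, for which 0.1 is the smallest p that 3 libraries against 3 allow.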

Within 3 days, methylation levels of the cells that had now left the MERVL^+^Zscan4c^+^ state had returned to steady-state levels (Figure 7E), confirming that the demethylation observed in these cells is a transient event and does not persist once the cells exit the state.

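Of all CpG calls on the nuclear chromosomes, 58.3% ± 1.26 (SD, n = 3) were methylated 3 days after re-plating and 66.4% ± 4.73 (SD, n = 3) after 7 days. The 3 days libraries lay at 59.3%, 58.6% and 56.9% and the 7 days libraries at 71.1%, 66.6% and 61.6%. The rise of 8.15 percentage points was larger than the SD of either time point, and every 7 days library lay above every 3 days library (exact permutation test, two-sided, p = 0.1). Without 7 days replicate A the rise was 5.84 points and without 7 days replicate C it was 10.6 points. Of the processing alternatives, restriction to the 649825 cytosines covered in all 6 libraries moved the levels most, to 44.8% at 3 days and 50.7% at 7 days, a rise of 5.86 points (exact permutation test, two-sided, p = 0.3). A rise was seen on each of the 21 nuclear chromosomes, from 6.54 points on chromosome 17 to 8.51 points on the X chromosome, with the 7 days libraries all above the 3 days libraries on each. From the comparison of these libraries with steady-state negative cells, the paper concludes that levels were back within 3 days and that the demethylation is transient. Here the level at 3 days still lay below that at 7 days. Without steady-state libraries, the return by 3 days could not be tested here.

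**Figure D1:**
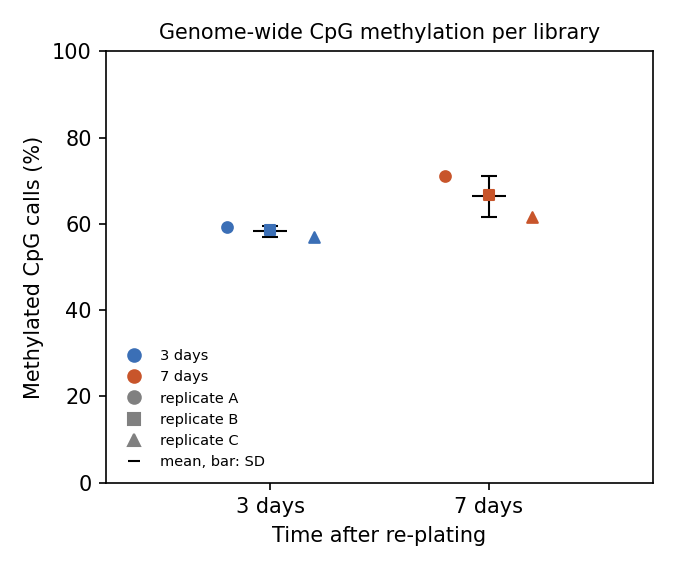
Percentage of CpG calls that were methylated in each library (y axis) by time after re-plating (x axis). Points are libraries, with a marker for each replicate letter, horizontal lines are means and bars are SDs of 3 libraries. The 3 days libraries lie between 56.9% and 59.3% and the 7 days libraries between 61.6% and 71.1%.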

Finally, the functional consequences of passing through the MERVL^+^Zscan4^+^ state were assessed. In particular we investigated the methylation status of imprinted regions: clusters of genes expressed exclusively from either the maternal or paternal alleles and controlled through differential methylation of imprint control regions or differentially methylated regions (DMRs). Loss of imprinting is associated with severe developmental disorders and cancer progression, and thus, imprints must be carefully maintained (reviewed in Barlow and Bartolomei, 2014). Significantly, in MERVL^+^Zscan4c^+^ cells, the global DNA demethylation extended to the imprint DMRs (Figures 3F and 7F). Thus, we investigated whether this imprint loss endured in cells that had passed through the MERVL^+^Zscan4^+^ state by further analysis of the newly emerging negative cells (see above). 

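Of 437341 windows of 50 CpGs, 323321 had at least 10 calls in every library, with a median of 35 calls per window and library. The median window methylation was 71.8% ± 0.951 (SD, n = 3) in newly emerging negative cells at 3 days and 82.997% ± 2.60 (SD, n = 3) at 7 days. This rise of 11.2 percentage points was larger than the SD of either time point (exact permutation test, two-sided, p = 0.1). Averaged over replicates, the middle 50% of windows lay between 59.8% and 79.5% at 3 days and between 72.0% and 88.8% at 7 days, and 89.1% of windows were higher at 7 days. All 3 libraries of 7 days lay above all 3 of 3 days in 29.2% of windows and below them in 0.335%, where chance gives 5% in each direction. Single windows were tested on their methylated and unmethylated calls by edgeR's quasi-likelihood test. With Benjamini-Hochberg adjustment, 0 of the 323321 windows had an adjusted p below 0.05 (smallest adjusted p = 0.171), while 67671 had an unadjusted p below 0.05, 67058 of them higher and 613 lower at 7 days. A quasi-binomial model with moderated dispersion also called 0 windows and had 77791 below the unadjusted threshold. Fisher's exact test on calls pooled over replicates, which ignores the spread between them, called 96170. In windows of 200 CpGs, edgeR's test called 22898 of 105661 windows, 22881 of them higher and 17 lower at 7 days. Gene bodies were taken from the annotated start to the end of protein-coding genes (GENCODE annotation of GRCm38), and 18965 of 21938 were kept, with a median of 290 calls per gene and library. The median gene body methylation was 53.6% ± 1.52 (SD, n = 3) at 3 days and 62.3% ± 5.02 (SD, n = 3) at 7 days, a rise of 8.65 points that exceeded the SDs (exact permutation test, two-sided, p = 0.1). Of the kept gene bodies, 91.7% were higher at 7 days. Leaving out the first 1 kb of each gene moved the medians to 68.4% and 79.6%.

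**Figure D2:**
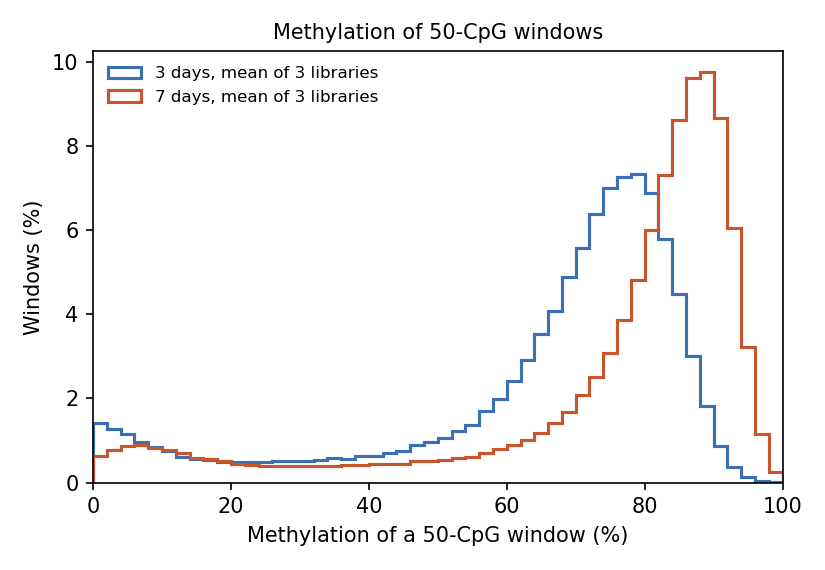
Distribution of methylation over windows of 50 CpGs (x axis, percent) as a share of the 323321 windows (y axis, percent), at 3 days and at 7 days, each window averaged over 3 libraries. The median of this distribution is 72.4% at 3 days and 83.3% at 7 days.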

Consistent with a restoration of DNA methylation, CpG methylation levels genome-wide and at gene bodies returned to steady-state negative levels by 7 days (Figure 7F). 

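The paper's text does not list the imprint DMRs of Fig. 7F, so a list was fixed from general knowledge. It holds the regions within 1 kb of the transcription start of Airn, Impact, Kcnq1ot1, Mcts2, Mest, Nespas, Nnat, Peg3, Peg10, Peg13, Plagl1, Slc38a4, Snrpn and Zrsr1, the control region 4 to 2 kb upstream of H19, and the Gtl2 interval of Fig. 7H. For a gene with several annotated starts, the start with the most CpGs within 1 kb was used. Whether each region so placed, such as that of Nespas, covers the imprint control region was not checked. In the newly emerging negative cells 15 of these 16 DMRs were kept, with 17 to 378 calls per DMR and library. The Gtl2 interval was left out because a library had only 4 calls there. Mean methylation over the 15 DMRs was 33.5% ± 4.29 (SD, n = 3) at 3 days and 29.9% ± 6.08 (SD, n = 3) at 7 days. The change of -3.66 percentage points was within the SDs (exact permutation test, two-sided, p = 0.5), and between libraries of a letter it was -6.27 to -1.70 points. With the level of the densest windows of each library taken off, a correction chosen after seeing the data, the means were 30.8% ± 3.10 (SD, n = 3) and 24.9% ± 4.03 (SD, n = 3), a change of -5.86 points that exceeded the SDs, with every 7 days library below every 3 days library (exact permutation test, two-sided, p = 0.1). It became -3.55 points without 7 days replicate C and -4.12 without 3 days replicate A. The uncorrected change depended on single libraries, at -0.2997 points without 7 days replicate C, -1.43 without 3 days replicate A, -5.71 without 3 days replicate C and -6.21 without 7 days replicate A. The DMR mean minus the window median changed by -14.8 points from 3 to 7 days and was lower in every 7 days library than in every 3 days library (exact permutation test, two-sided, p = 0.1). At 3 days 13 of the 15 DMRs had a mean below 50%. At 7 days 12 of the 15 DMRs had a mean below 50%, and 5 had a mean below 20%. From 3 to 7 days 5 DMRs were higher and 10 lower, and none had its 7 days libraries all above or all below its 3 days libraries. By edgeR's quasi-likelihood test no change was called among the 15, with 0 below an adjusted p of 0.05 over all windows and DMRs, 0 adjusted over the list alone and 0 at an unadjusted p below 0.05. The quasi-binomial model called 0 by either adjustment and had 1 below the unadjusted threshold. Fisher's exact test on pooled calls, which ignores the spread between replicates, called 2 by either adjustment, Peg3 (-14.0 points in the pooled calls) and Peg13 (-13.8 points), and had 6 below the unadjusted threshold. As the mean over libraries, the Peg3 change was -1.81 points without 3 days replicate A, which lay at 55.6%, and that of Peg13 ranged from -23.1 to -10.4 points with single libraries left out. In the fits with windows of 200 CpGs both models called 0 DMRs and had 1 below it. The Peg13 region on chromosome 15 of GRCm38, from 72809324 to 72811324, holds the Peg13 start and overlaps Trappc9. Its methylation was 86.7% ± 2.57 (SD, n = 3) at 3 days and 71.1% ± 13.4 (SD, n = 3) at 7 days, with 28 to 137 calls per library (exact permutation test, two-sided, p = 0.2). The H19 control region on chromosome 7, from 142580143 to 142582143, overlaps no annotated gene. It had 72.1% ± 7.19 (SD, n = 3) at 3 days and 63.8% ± 4.64 (SD, n = 3) at 7 days, with 39 to 100 calls (exact permutation test, two-sided, p = 0.3). Replicates of a time point differed widely in single DMRs. The Airn region on chromosome 17, from 12740385 to 12742385, which overlaps Airn and Igf2r, ranged from 14.5% to 62.0% among the 3 days libraries.

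**Figure D3:**
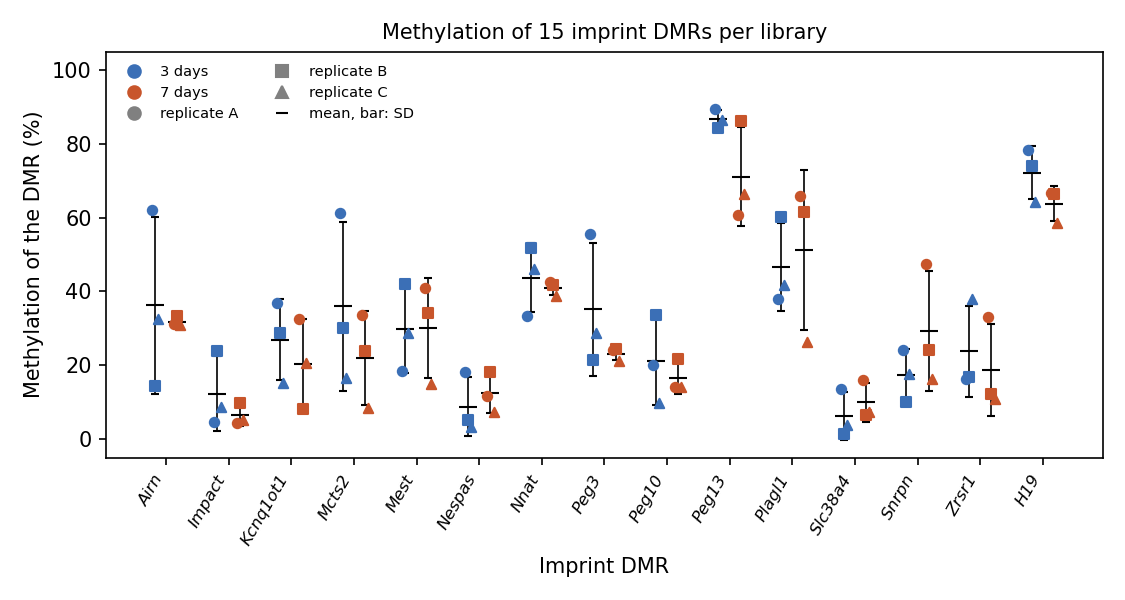
Methylation (y axis, percent) of each kept imprint DMR (x axis) in each library. Points are libraries with a marker for each replicate letter, lines are means and bars are SDs of 3 libraries per time point. Peg13 and H19 lie highest, and in no DMR are the 7 days libraries all above or all below the 3 days libraries.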

Strikingly, imprint DMRs remained hypomethylated in the cells that had passed through the MERVL^+^Zscan4c^+^ state (Figure 7F). To further confirm this, negative cells and MERVL^+^Zscan4c^+^ cells were sorted by flow cytometry and then returned to culture for 14 days, after which bulk populations were collected. Imprint DMRs were amplified from bisulfite-treated DNA and sequenced, yielding >1,000-fold coverage per region analyzed. As expected, we observed intermediate methylation levels in negative-sorted cells resulting from a mix of methylated and unmethylated alleles (Figure 7G). However, the DMRs examined of cells that had passed through the MERVL^+^Zscan4c^+^ state were hypomethylated compared to controls (Figures 7G and 7H), implying that once the imprints are lost, they are not restored.

In summary, through a combination of single-cell transcriptome and genome-wide epigenetic analyses, we provide significant advances towards our understanding of MERVL^+^Zscan4^+^ cells. We reveal a graded upregulation of a MERVL-promoter-driven transcriptional program as cells enter the MERVL^+^Zscan4^+^ state, which is similarly upregulated in the two-cell embryo and during iPSC reprogramming. Intriguingly, cells that upregulate the MERVL-LTR-promoted transcriptional network exhibit genome-wide DNA demethylation caused by a translation-block-induced depletion of Dnmt proteins in the cells. While DNA methylation is regained genome-wide once the cell exits the state, genomic imprints are not restored, providing a potential mechanism of how imprint erasure may occur in ESC cultures.

## Discussion

We have provided insights into the dynamics and functional consequences of a MERVL-LTR-driven transcriptional network in mouse ESCs. Activation of this network coincides with dramatic chromatin remodeling and ultimately results in genome-wide DNA demethylation. The following model for MERVL network activation in ESCs is proposed (Figure 7I): Chromatin decompaction enables transcription factor accessibility to otherwise heterochromatic and inaccessible MERVL MT2_Mm promoters (Akiyama et al., 2015, Ishiuchi et al., 2015). This drives transcription of full-length MERVL elements and/or downstream sequences, including clusters of tightly packed repeated transcripts of mostly unknown function. Among these are the Eif1a-like family members that may act as dominant-negative inhibitors of translation, causing a depletion of proteins in the cell. This includes DNA methyltransferases, whose loss results in a reduced ability to establish and maintain DNA methylation following DNA replication and consequently global loss of DNA methylation genome-wide. Crucially, while genome-wide methylation levels are restored following exit from the MERVL^+^Zscan4^+^ state, genomic imprints are not. Not all systems of extensive DNA demethylation result in imprint erasure; while ESCs undergo demethylation in 2i conditions, imprints are usually protected (Ficz et al., 2013, Habibi et al., 2013). However, addition of vitamin C to 2i conditions has recently been shown to further demethylate the genome, including imprints (Walter et al., 2016).

Variable imprint loss frequently occurs in mouse ESC lines and ESC-derived fetuses (Dean et al., 1998, Deng et al., 2007, Humpherys et al., 2001, Sun et al., 2012). In our study, we demonstrate that the global DNA demethylation observed in MERVL^+^Zscan4^+^ cells extends to genomic imprints. While genome methylation levels are restored when cells exit the MERVL^+^Zscan4^+^ state, the failure to restore genomic imprints provides a potential mechanism of imprint loss in mouse ESCs. Consistently, mouse ESCs (which have the MERVL^+^Zscan4^+^ state) are more vulnerable to imprint erasure than epiblast stem cells (EpiSCs) (Sun et al., 2012). For genome-wide and imprint DNA demethylation to occur, a cell must undergo DNA replication while in the MERVL^+^Zscan4^+^ state. Given that ∼1% of ESCs are in the MERVL^+^Zscan4^+^ state at a given time, of which ∼20% are in S phase, the actual manifestation of imprint loss through this mechanism would be infrequent and sporadic, and not all ESC cultures will lose imprints in this way. Increasing the frequency of entering the MERVL^+^Zscan4^+^ state and/or clonal expansion would increase the risk of imprint erasure, although we cannot rule out the contribution of a stress response or that other mechanisms contribute towards imprint loss. This has important consequences if ESCs are to be studied functionally and/or used to generate genetically modified mice.

Our single-cell transcriptome analyses reveal the dynamics of MERVL network activation. By ordering the cells by pseudotime, we were able to identify the earliest transcripts upregulated as cells enter the MERVL^+^Zscan4^+^ state, which importantly included MERVL, supporting its role as a driver. Following MERVL activation, the remainder of the transcriptional network is activated in subsequent waves, including a final group of potential repressors that may act to enable the cell to exit the MERVL^+^Zscan4^+^ state.

In addition to ESCs, activation of the MERVL-LTR-driven transcriptional network occurs in preimplantation embryos at the time of zygotic genome activation (two-cell stage). This has led to the cells being called “2C-like” and claims of increased potency made (Ishiuchi et al., 2015, Macfarlan et al., 2012). Furthermore, the increased chromatin accessibility in MERVL^+^Zscan4^+^ cells is pronounced at MERVL elements, consistent with the open chromatin at active MERVLs in two-cell embryos (Wu et al., 2016). Importantly, we show that the network is activated *in vitro* during the early stages of iPSC reprogramming, suggesting that it may be a general feature of cell identity change, although it remains unknown if this network is upregulated *in vivo* at other developmental stages or species. Interestingly, forced overexpression of Zscan4 increases the efficiency of iPSC reprogramming and increases the expression of members of the MERVL-LTR-driven transcriptional network (Hirata et al., 2012).

Given the dynamic nature of MERVL^+^Zscan4^+^ cells, the extent and generality of DNA hypomethylation was striking. The demethylation occurred globally across all genomic features and importantly occurs as a consequence of retroviral network activation and not *vice versa*. Consistently, treatment of ESCs with 5-azacytidine, which induces DNA demethylation, does not lead to activation of MERVL-LTR-driven transcripts (Macfarlan et al., 2011). Our hairpin bisulfite analysis revealed that a reduced activity of the maintenance methyltransferase Dnmt1 and the absence of the *de novo* methyltransferases Dnmt3a and Dnmt3b could explain the observed demethylation. Indeed, there was a dramatic depletion in the Dnmt proteins in MERVL^+^Zscan4c^+^ cells, despite similar transcript levels. We confirmed a global reduction of translation in MERVL^+^Zscan4^+^ cells (Hung et al., 2013), which is likely the mechanism through which depletion of Dnmt and pluripotency proteins, including Oct4 (Ishiuchi et al., 2015, Macfarlan et al., 2012), occurs, although it is possible that additional pathways, including the altered cell cycle of MERVL^+^Zscan4^+^ cells, could also be involved. Interestingly, as the cluster of Eif1a-like transcripts that have been proposed to act in a dominant-negative manner to suppress protein synthesis (Hung et al., 2013) are among the earliest group of transcripts upregulated in MERVL^+^Zscan4c^+^ cells (cluster 2 in Figure 1E), transcripts expressed from later clusters may not be translated in MERVL^+^Zscan4^+^ cells.

In conclusion, we provide detailed molecular insights into the dynamics of an endogenous retroviral transcriptional network activated in rare mouse ESCs, preimplantation embryos and during iPSC reprogramming. Our studies also demonstrate the downstream effects of activating this network, including global DNA demethylation. While methylation levels are restored once cells exit the MERVL^+^Zscan4^+^ state, genomic imprints are not. In summary, our study provides a detailed molecular understanding of the transcriptional dynamics and epigenetic characteristics of MERVL^+^Zscan4^+^ cells and potential functional consequences of this dynamic transient ESC state.

## Experimental Procedures

### Cell Culture

E14 ESCs were cultured in DMEM containing 15% fetal calf serum and 10^3^ U/mL leukemia inhibitory factor (LIF); for 2i/LIF experiments, cells were cultured in serum-free N2B27 supplemented with LIF, 1 μM PD0325901, and 3 μM CHIR99021 inhibitors. The Zscan4c::emerald plasmid (90636) was kindly provided by Minoru Ko (Zalzman et al., 2010), and the MERVL::tdTomato reporter (Macfarlan et al., 2012) was a gift from Samuel Pfaff (Addgene #40281). Reporter stable clonal lines were generated by transfection (Fugene6, Promega), drug selection, and subcloning. Flow cytometry analysis was performed using the BD LSR Fortessa and sorts performed on the BD Aria III or BD Influx High-Speed Cell Sorter.

### RNA Isolation, qPCR, and Total RNA-Sequencing

RNA was isolated using QIAGEN RNA-DNA allprep columns or TriReagent (Sigma) and treated with DNaseI (Ambion). cDNA was generated using 0.5–1 μg RNA (Thermo RevertAid) and qRT-PCR performed using the Brilliant III SYBR mix (Agilent Technologies). Relative quantification was performed using the comparative CT method with normalization to CycloB1 levels. Primer sequences available upon request. Opposite strand-specific total RNA libraries (ribozero) were made using 200 ng to 1 μg DNase-treated RNA using the Sanger Institute Illumina bespoke pipeline. ∼6–8 × 10^6^ paired-end 75-bp reads were generated per sample (at least three biological replicates each) using the Illumina HiSeq 2500 Rapid Run platform.

### Whole-Genome Bisulfite Sequencing

Whole-genome bisulfite sequencing libraries were generated using a post-bisulfite adaptor tagging (PBAT) method as previously described (Peat et al., 2014) with ten cycles of amplification. Three biological replicates were generated per condition and libraries sequenced using Illumina HiSeq 2000.

For additional methods, including immunofluorescence, ATAC-seq, and full bioinformatics analysis and statistical methods, see the Supplemental Experimental Procedures.

## Author Contributions

M.A.E.-M. and W.R. conceived and designed the study. M.A.E.-M. performed experiments, analyzed data, and wrote the paper. V.S. helped design and performed all analysis on single-cell RNA-seq experiments. C. Krueger performed repeat transcriptome analysis and edited the paper. T.M.S. helped design and perform low-cell-number PBAT experiments. P.G. performed hairpin bisulfite experiments. F.K. performed bioinformatics processing. C. Kyriakopoulos performed hairpin bisulfite modelling. R.J.M. prepared single-cell RNA-seq libraries. R.V.B. performed Dnmt1 knockout experiments. I.M. performed iPSC experiments. J.W., S.A.T., and W.R. supervised the study.

## Figures and Tables

**Figure 1:**
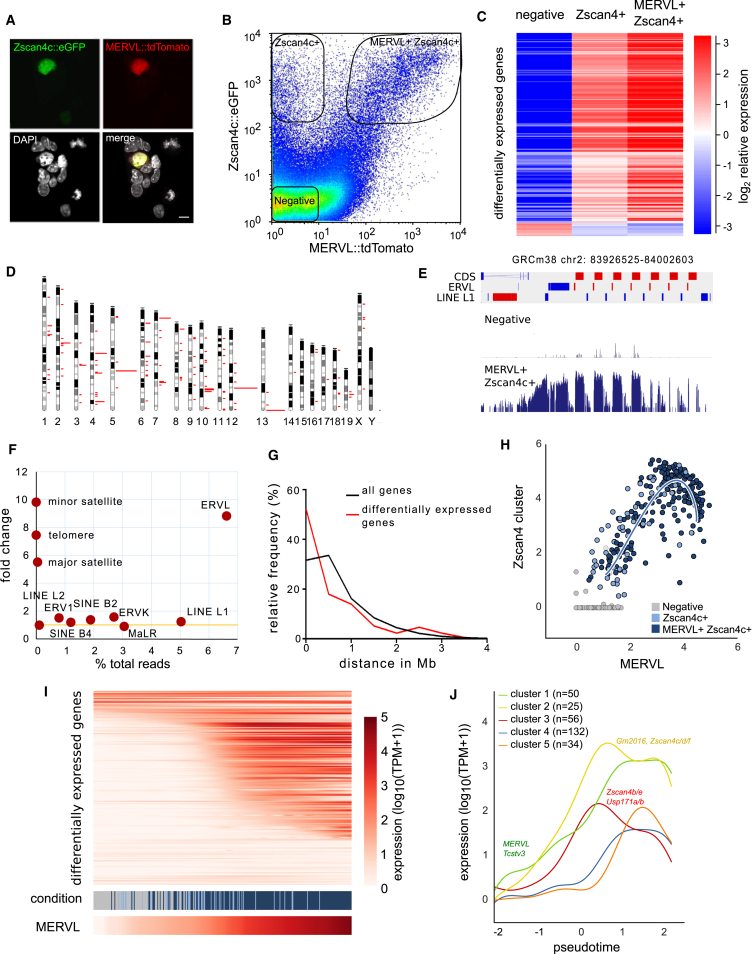
Single-Cell Transcriptomic Analysis of MERVL-LTR Driven Network Dynamics (A) Representative single z-section through a ESC colony containing a cell co-expressing the Zscan4c::EGFP (top left) and MERVL::tdTomato (top right) reporters. DNA is visualized with DAPI (bottom left). Scale bar, 10 μm. (B) Flow cytometry plot of the MERVL::tdTomato (x axis) Zscan4c::eGFP (y axis) dual-reporter ESC line. Representative gates used to sort the three populations (negative, Zscan4c^+^, and Zscan4c^+^MERVL^+^) are shown. (C) Heat map showing relative expression levels of 172 differentially expressed genes in negative (left column), Zscan4^+^ (middle column) and Zscan4^+^MERVL^+^ (right column) sorted populations as determined by total RNA-sequencing (see Supplemental Experimental Procedures). Scale bar depicts log_2_ relative expression. (D) Overview showing localization and frequency of differentially expressed genes (red bars) across the genome. (E) Schematic overview over the Gm13691 containing cluster on chromosome 2 depicting the organization of coding sequence (CDS), MERVL, and LINE L1 elements. Two data tracks show wiggle plots of total RNA-seq reads for MERVL^+^Zscan4^+^ (dark blue) and negative-sorted (gray) cells. (F) Quantification of total RNA-seq reads mapping to different repeat classes in MERVL^+^Zscan4c^+^ and negative-sorted cells, plotted as fold change over percentage of total reads. The yellow line indicates no change. (G) Relative frequency plot showing distance between gene and nearest MERVL promoter (MT2_Mm) of all genes (black) and differentially expressed genes (red). p value < 0.0001 Mann-Whitney *U* test. (H) Log_10_ TPM (transcripts per million) values of MERVL (x axis) and the Zscan4 cluster (y axis) of single cells sorted from negative (gray), Zscan4c^+^ (light blue) and Zscan4c^+^MERVL^+^ (dark blue) gates. The solid blue line represents the projected trajectory of the cells in this two-dimensional space, or “pseudotime’ (see Supplemental Experimental Procedures). (I) Smoothed heatmap showing expression of 172 differentially expressed genes (rows) across sorted single cells (columns) ordered by MERVL expression (bottom scale bar). Median Spearman rank correlation was 0.6 between MERVL and differentially expressed genes and −0.08 between MERVL and all genes. (J) Expression profiles of dynamic clusters of genes across pseudotime, denoting selected genes of interest. See also Figure S1 and Tables S1, S2, and S3.

**Figure 2:**
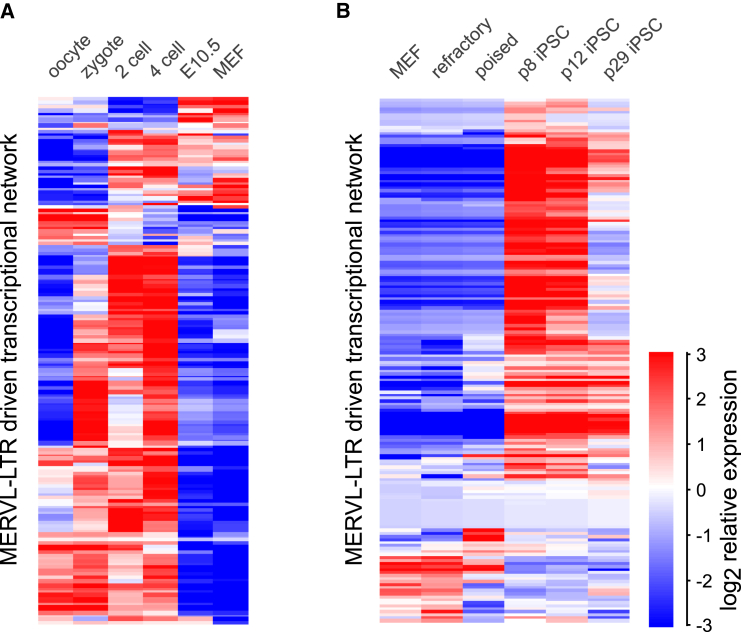
MERVL-LTR-Driven Transcriptional Network Activated upon iPSC Reprogramming (A and B) Heatmap showing relative probe-normalized expression levels of MERVL^+^ transcriptional network in early embryos (A) and induced pluripotent stem cell reprogramming (B). MEF, mouse embryonic fibroblasts. Refractory (SSEA1-/Thy1^+^) and poised (SSEA1^+^/Thy1^−^) stages correspond to fluorescence-activated cell sorting (FACS)-sorted cells at day 6, where passage 8 (p8; corresponding to day 21), p12 (corresponding to day 29) iPSCs represent intermediate-late stages of reprogramming and p29 (corresponding to day 60) iPSCs are fully reprogrammed. Scale bar depicts log_2_ relative expression. Data are from Park et al. (2015) (A) and (I.M., unpublished data) (B). See also Figure S2 and Table S4.

**Figure 3:**
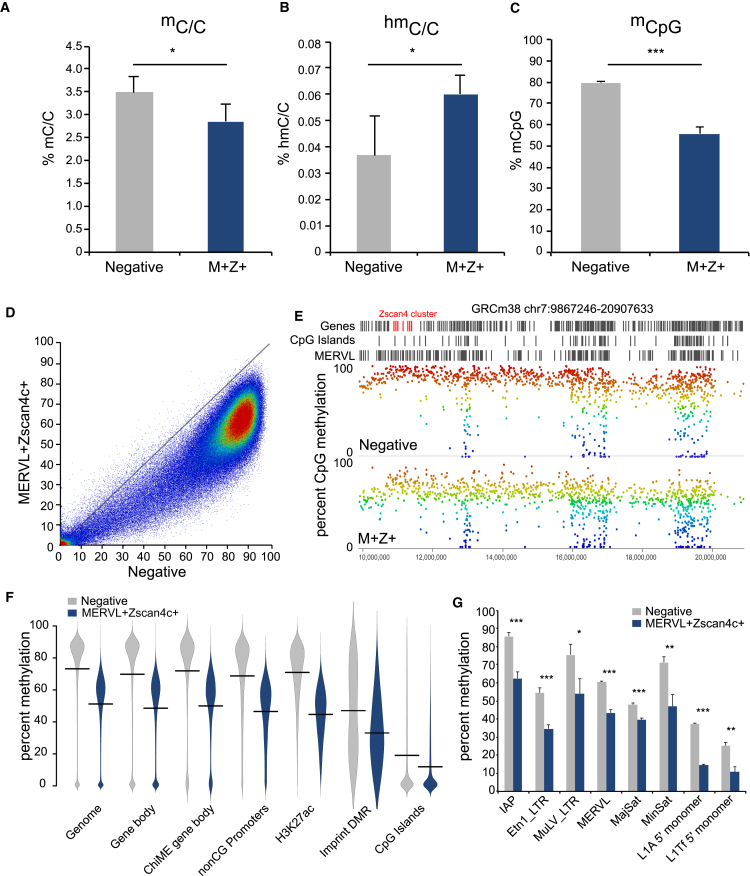
MERVL^+^Zscan4^+^ Cells Undergo Global DNA Demethylation (A and B) Total levels of (A) 5-methylcytosine and (B) 5-hydroxymethylcytosine as a percentage of total cytosine in negative-sorted (gray) and MERVL^+^Zscan4c^+^ (M^+^Z^+^, blue) cells as determined by mass spectrometry. Bars represent mean + SD of three biological replicates. ^∗^5mC p value = 0.015, ^∗^5hmC p value = 0.034, two-tailed paired t test. (C) Percentage of total CpG methylation determined by whole-genome bisulfite sequencing in negative-sorted (gray) and MERVL^+^Zscan4c^+^ (M^+^Z^+^, blue) cells. Bars represent mean + SD of three biological replicates. Difference is statistically significant (^∗∗∗^p = 0.000188, homoscedastic two-tailed t test). (D) Scatterplot comparing percentage of methylated cytosines between negative-sorted (x axis) and MERVL^+^Zscan4c^+^ (y axis) cells. Methylated cytosines were counted for each rolling 50-CpG window genome-wide and are expressed as percent of total cytosines per window. R = 0.469. (E) CpG methylation across part of chromosome 7 for negative-sorted (top track) and MERVL^+^Zscan4c^+^ (M^+^Z^+^) cells (bottom track). CpG methylation was quantified for each 50-CpG window and is shown as percentage of total CpGs per window. Color scale ranges from 0% methylated (blue) to 100% methylated (red). Top annotation track shows location of genes (gray) with the Zscan4 cluster highlighted in red; the middle annotation track shows location of CpG islands and bottom annotation track position of annotated MERVL elements. (F) Bean plots showing distribution of methylation levels for different genome features between negative-sorted (gray) and MERVL^+^Zscan4c^+^ (blue) cells. Lines represent mean values. (G) Methylation levels of different repeat classes between negative-sorted (gray) and MERVL^+^Zscan4c^+^ (blue) cells. Bars represent means + SD of three biological replicates. See also Figure S3.

**Figure 4:**
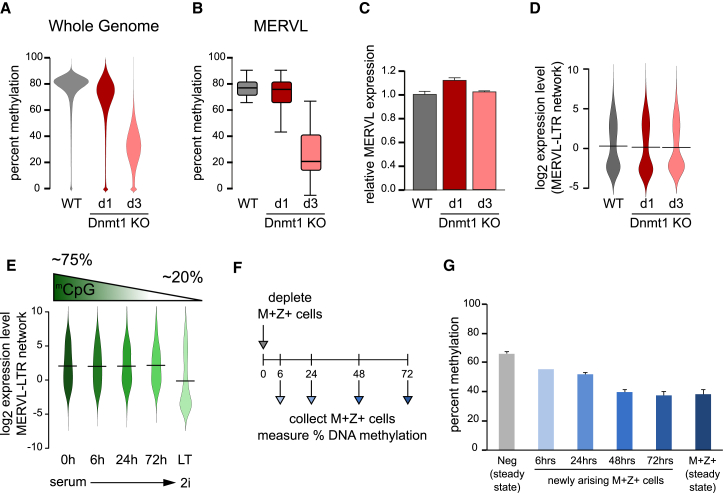
Acute DNA Demethylation Is Not Sufficient for MERVL Network Activation (A and B) Genome-wide (A) and MERVL (B) CpG methylation levels measured by bisulfite sequencing of wild-type (gray) and conditional Dnmt1 knockout ESCs induced for 1 day (dark red) or 3 days (pink). (C) qRT-PCR analysis of MERVL expression in wild-type (gray) and conditional Dnmt1 knockout ESCs induced for 1 day (dark red) or 3 days (pink). Bars represent mean + SD of three biological replicates. (D) Bean plots showing log_2_ expression levels of the MERVL-LTR-driven transcriptional network in wild-type (gray) and conditional Dnmt1 knockout ESCs induced for 1 day (dark red) or 3 days (pink). (E) Bean plots showing log_2_ expression levels of the MERVL-LTR-driven transcriptional network in serum-treated (0 hr, dark green), and cells cultured in naive 2i conditions for 6 hr, 24 hr, 72 hr or long-term (LT; light green). Data were reanalyzed from von Meyenn et al. (2016). Average methylation levels are depicted above. (F) Schematic showing release experiment in which MERVL^+^Zscan4c^+^ (M^+^Z^+^) cells are depleted from the steady-state population by flow cytometry sorting of the negative gate, followed by re-culturing. The “new” MERVL^+^Zscan4c^+^ (M^+^Z^+^) cells were subsequently collected by flow cytometry at the indicated time points for methylation analysis. (G) Genome-wide methylation levels determined by PBAT analysis. Steady-state negative-sorted (light gray, first column) and MERVL^+^Zscan4c^+^ (M^+^Z^+^) sorted (dark blue, last column) cells are shown for reference. The other columns (light to dark blue) reflect cells that were initially sorted as negative, returned to culture for 6, 24, 48, or 72 hr, and then re-sorted as MERVL^+^Zscan4c^+^ (M^+^Z^+^) positive. Bars represent average of three biological replicates of 100 cells each ± SD, except the 6-hr time point (n = 1). See also Figure S4.

**Figure 5:**
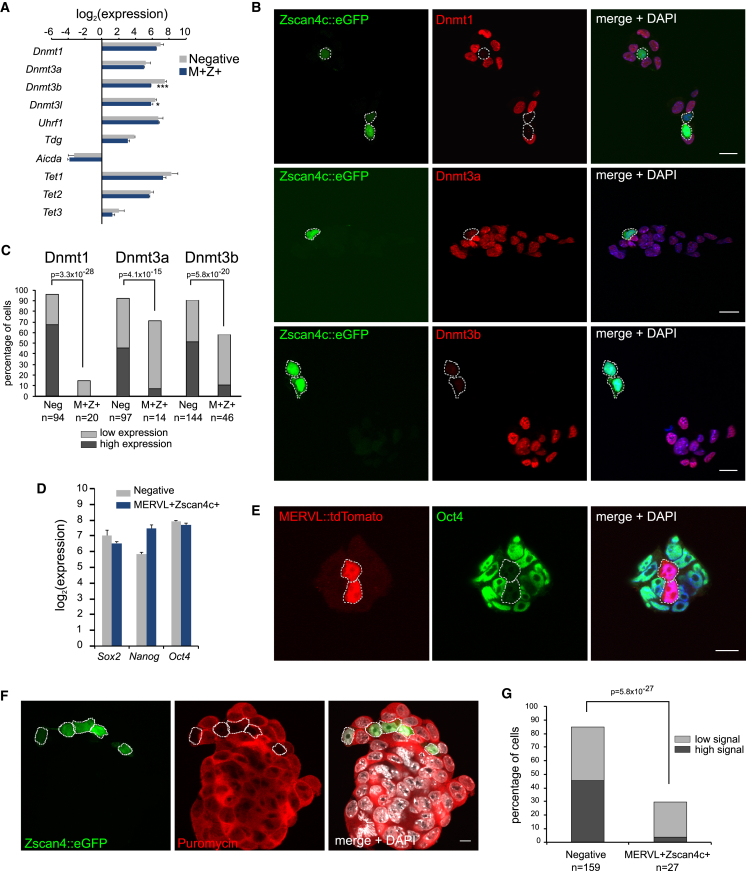
Translation Block Leads to Depletion of Dnmt Enzymes (A) Expression levels of DNA methylation machinery transcripts between negative-sorted (gray) and MERVL^+^Zscan4c^+^ (M^+^Z^+^, dark blue) cells as determined by RNA-sequencing. Bars represent mean + SD of at least three biological replicates. ^∗^p < 0.05, ^∗∗∗^p < 0.0001, homoscedastic two-tailed t test. (B) Representative single z-slices of cells labeled by Zscan4c::EGFP reporter (green) immunostained for Dnmt1 (top row, red), Dnmt3a (middle row, red), or Dnmt3b (bottom row, red). Blue depicts DAPI staining. Zscan4c^+^ cells are outlined in white dotted lines. Scale bar represents 25 μm. (C) Semiquantitative analysis of immunofluorescence staining of protein levels. Cells were scored as having high (dark), low (light), or no expression of Dnmt1, Dnmt3a, or Dnmt3b. Cells were subsequently scored using either the Zscan4c::EGFP or MERVL::tdTomato reporters as negative or MERVL^+^Zscan4c^+^ (M^+^Z^+^) cells. Differences are statistically significant (chi-square test). (D) Expression levels of *Sox2*, *Nanog* and *Oct4* pluripotency transcripts between negative sorted (gray) and MERVL^+^Zscan4c^+^ (dark blue) cells as determined by RNA-sequencing. Bars represent mean + SD of at least three biological replicates. (E) Oct4 immunofluorescence staining of cells labeled by the MERVL::tdTomato reporter (middle panel, red). MERVL^+^ cells are outlined in white dotted lines. Scale bar represents 10 μm. (F) SUnSET assay showing sites of active translation by a puromycin pulse and detected using a puromycin antibody (second panel, red) in cells labeled with the Zscan4c::EGFP reporter (first panel, green). DNA is visualized with DAPI (gray). Zscan4c^+^ cells are outlined in white dotted lines. Scale bar represents 10 μm. (G) Semiquantitative analysis of SUnSET assay. Percentage of cells scored as having high (dark gray) or low (light gray) levels of puromycin immunofluorescence. Subsequently, cells were scored based on either the Zscan4c::EGFP or MERVL::tdTomato as negative cells or MERVL^+^Zscan4c^+^ cells. See also Figure S5.

**Figure 6:**
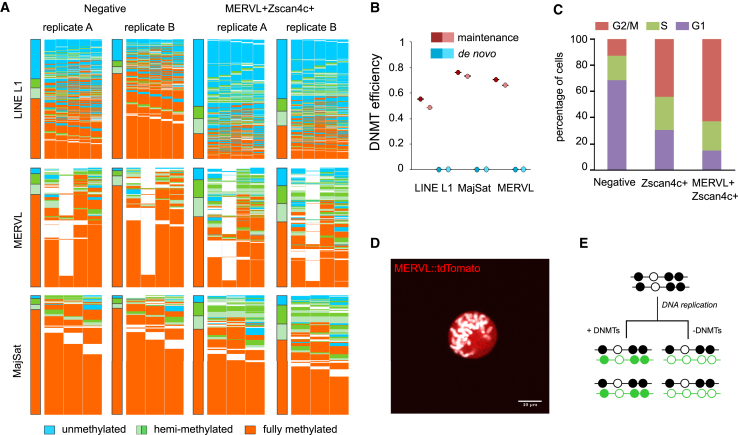
Loss of Dnmt Activity Sufficient for Global DNA Demethylation (A) Hairpin bisulfite analysis of LINE L1 (top), MERVL (middle), or major satellites (bottom) elements in two biological replicates of negative-sorted (first two columns) or MERVL^+^Zscan4c^+^ (last two columns) cells. Each row represents an individual read that was classified as fully methylated (orange), hemimethylated on top (light green) or bottom (dark green) strands, or fully unmethylated (blue). (B) Predicted activity of maintenance (red) and *de novo* (blue) Dnmt enzymes for the three repeat classes. Color shades represent biological replicates; error bars represent the error of the model. (C) Cell-cycle distribution of cells into G2/M (red), S (green) or G1 (purple) phases, determined by single-cell RNA-sequencing analysis as previously described (Scialdone et al., 2015). (D) Single z-slice confocal image of a mitotic cell expressing the MERVL::tdTomato reporter (red), demonstrating the ability of MERVL^+^Zscan4c^+^ cells to undergo mitosis either during or following MERVL transcriptional activation. DAPI is shown in white. Scale bar represents 10 μm. (E) Schematic showing methylation dynamics following replication with (left) and without (right) activity of Dnmt enzymes. Filled circles represent methylated CpGs, and empty circles represent unmethylated CpGs. Newly synthesized DNA strands are depicted in green. See also Figure S6.

**Figure 7:**
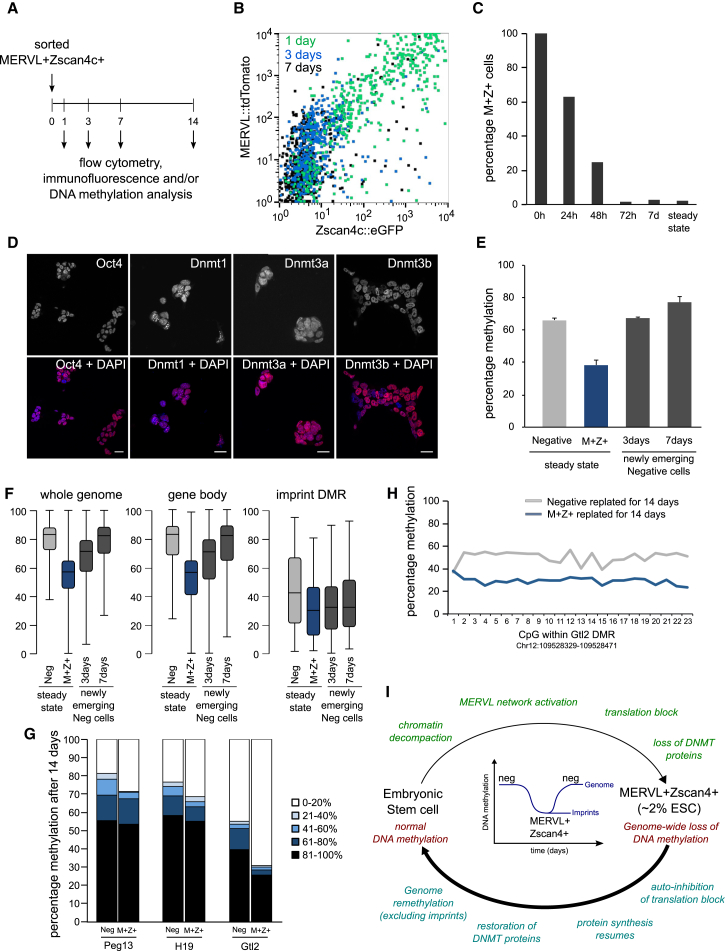
Epigenetic Consequences of Passing through the MERVL^+^Zscan4^+^ State (A) Schematic showing release experiment in which MERVL^+^Zscan4c^+^ cells were purified from the steady-state population by flow cytometry sorting of the Zscan4c^+^ MERVL^+^ gate, followed by re-culturing. At the indicated time points, cells were re-analyzed by flow cytometry and the Zscan4c/MERVL-negative population collected for immunofluorescence and/or methylation analysis. (B) Flow cytometry profiles of sorted MERVL^+^Zscan4c^+^ (M^+^Z^+^) cells following re-culturing for 24 hr (green), 72 hr (blue), or 7 days (black). (C) Quantification of the proportion of cells remaining in the MERVL^+^Zscan4^+^ state (MERVL^+^ and/or Zscan4c^+^) at various time points following re-culturing of the sorted cells. (D) Immunofluorescence staining of sorted MERVL^+^Zscan4c^+^ cells that were re-cultured for 14 days. Top row shows Oct4 (first column), Dnmt1 (second column), Dnmt3a (third column), and Dnmt3b (last column). Bottom row depicts merge with DAPI in blue. Scale bar represents 25 μm. (E) Genome-wide methylation levels determined by PBAT analysis. Steady-state negative-sorted (light gray) and MERVL^+^Zscan4c^+^ sorted (M^+^Z^+^, dark blue) cells are shown in the first two columns. The last two columns (dark gray) reflect cells that have exited the MERVL^+^Zscan4c^+^ state. To identify these, MERVL^+^Zscan4c^+^ cells were isolated by flow cytometry and returned to culture. After 3 or 7 days, cells were sorted again. Those lacking MERVL/Zscan4c reporter expression are defined as newly emerging negative cells. Bars represent the mean ± SD of three biological replicates of 100 cells each. (F) Box plots showing distribution of methylation levels for whole-genome, gene bodies, and imprint DMRs. Steady-state negative-sorted (light gray) and MERVL^+^Zscan4c^+^ sorted (M^+^Z^+^, dark blue) cells are shown in the first two columns for each feature analyzed. The last two columns (dark gray) reflect cells that have exited the MERVL^+^Zscan4c^+^ state identified as in (E) above. (G) Methylation analysis of Peg13, H19, and Gtl2 imprinted DMRs. Cells were sorted from either negative gates (first of bar pairs) or as MERVL^+^Zscan4c^+^ positive (second of bar pairs) and returned to culture for 14 days, and analysis was performed on the resulting bulk population. Imprint DMRs were amplified from bisulfite-treated DNA and sequenced giving >1,000-fold coverage. Reads were binned based on their total amount of methylation (0%–20% white, 21%–40% light blue, 41%–60% medium blue, 61%–80% dark blue, and 81%–100% black). (H) Average methylation levels for each CpG within Gtl2 DMR for negative (gray) or MERVL^+^Zscan4c^+^ (M^+^Z^+^, blue) cells that had been initially sorted and then replated for 14 days. (I) MERVL endogenous retrovirus activation induces genome-wide DNA demethylation. Embryonic stem cells cycle in and out of the MERVL^+^Zscan4^+^ state. Entry into the state is initiated by chromatin decompaction, which enables accessibility of transcription factors, resulting in activation of the MERVL-LTR-driven transcriptional network. Subsequently, inhibition of protein synthesis depletes DNMT protein levels in the cell, which results in genome-wide DNA demethylation. Upon exit from the MERVL^+^Zscan4^+^ state, the translation block is lifted through auto-inhibition, protein synthesis resumes, and DMNT protein levels return to normal. While genome-wide methylation levels are restored, genomic imprints remain unmethylated, potentially explaining how imprints are lost in long-term ESC cultures.

## References

[bib1] Akiyama T., Xin L., Oda M., Sharov A.A., Amano M., Piao Y., Cadet J.S., Dudekula D.B., Qian Y., Wang W. (2015). Transient bursts of Zscan4 expression are accompanied by the rapid derepression of heterochromatin in mouse embryonic stem cells. DNA Res..

[bib2] Arand J., Spieler D., Karius T., Branco M.R., Meilinger D., Meissner A., Jenuwein T., Xu G., Leonhardt H., Wolf V., Walter J. (2012). In vivo control of CpG and non-CpG DNA methylation by DNA methyltransferases. PLoS Genet..

[bib3] Barlow D.P., Bartolomei M.S. (2014). Genomic imprinting in mammals. Cold Spring Harb. Perspect. Biol..

[bib4] Bošković A., Eid A., Pontabry J., Ishiuchi T., Spiegelhalter C., Raghu Ram E.V.S., Meshorer E., Torres-Padilla M.-E. (2014). Higher chromatin mobility supports totipotency and precedes pluripotency in vivo. Genes Dev..

[bib5] Buettner F., Natarajan K.N., Casale F.P., Proserpio V., Scialdone A., Theis F.J., Teichmann S.A., Marioni J.C., Stegle O. (2015). Computational analysis of cell-to-cell heterogeneity in single-cell RNA-sequencing data reveals hidden subpopulations of cells. Nat. Biotechnol..

[bib6] Dan J., Yang J., Liu Y., Xiao A., Liu L. (2015). Roles for histone acetylation in regulation of telomere elongation and two-cell state in mouse ES cells. J. Cell. Physiol..

[bib7] De Los Angeles A., Ferrari F., Xi R., Fujiwara Y., Benvenisty N., Deng H., Hochedlinger K., Jaenisch R., Lee S., Leitch H.G. (2015). Hallmarks of pluripotency. Nature.

[bib8] Dean W., Bowden L., Aitchison A., Klose J., Moore T., Meneses J.J., Reik W., Feil R. (1998). Altered imprinted gene methylation and expression in completely ES cell-derived mouse fetuses: association with aberrant phenotypes. Development.

[bib9] Deng T., Kuang Y., Zhang D., Wang L., Sun R., Xu G., Wang Z., Fei J. (2007). Disruption of imprinting and aberrant embryo development in completely inbred embryonic stem cell-derived mice. Dev. Growth Differ..

[bib10] Domcke S., Bardet A.F., Adrian Ginno P., Hartl D., Burger L., Schübeler D. (2015). Competition between DNA methylation and transcription factors determines binding of NRF1. Nature.

[bib11] Falco G., Lee S.-L., Stanghellini I., Bassey U.C., Hamatani T., Ko M.S.H. (2007). Zscan4: a novel gene expressed exclusively in late 2-cell embryos and embryonic stem cells. Dev. Biol..

[bib12] Ficz G., Hore T.A., Santos F., Lee H.J., Dean W., Arand J., Krueger F., Oxley D., Paul Y.-L., Walter J. (2013). FGF signaling inhibition in ESCs drives rapid genome-wide demethylation to the epigenetic ground state of pluripotency. Cell Stem Cell.

[bib13] Friedli M., Trono D. (2015). The developmental control of transposable elements and the evolution of higher species. Annu. Rev. Cell Dev. Biol..

[bib14] Friedli M., Turelli P., Kapopoulou A., Rauwel B., Castro-Díaz N., Rowe H.M., Ecco G., Unzu C., Planet E., Lombardo A. (2014). Loss of transcriptional control over endogenous retroelements during reprogramming to pluripotency. Genome Res..

[bib15] Fujii S., Nishikawa-Torikai S., Futatsugi Y., Toyooka Y., Yamane M., Ohtsuka S., Niwa H. (2015). Nr0b1 is a negative regulator of Zscan4c in mouse embryonic stem cells. Sci. Rep..

[bib16] Habibi E., Brinkman A.B., Arand J., Kroeze L.I., Kerstens H.H.D., Matarese F., Lepikhov K., Gut M., Brun-Heath I., Hubner N.C. (2013). Whole-genome bisulfite sequencing of two distinct interconvertible DNA methylomes of mouse embryonic stem cells. Cell Stem Cell.

[bib17] Hayashi M., Maehara K., Harada A., Semba Y., Kudo K., Takahashi H., Oki S., Meno C., Ichiyanagi K., Akashi K., Ohkawa Y. (2016). Chd5 regulates MuERV-L/MERVL expression in mouse embryonic stem cells via H3K27me3 modification and histone H3.1/H3.2. J. Cell. Biochem..

[bib18] Hirata T., Amano T., Nakatake Y., Amano M., Piao Y., Hoang H.G., Ko M.S.H. (2012). Zscan4 transiently reactivates early embryonic genes during the generation of induced pluripotent stem cells. Sci. Rep..

[bib19] Hisada K., Sánchez C., Endo T.A., Endoh M., Román-Trufero M., Sharif J., Koseki H., Vidal M. (2012). RYBP represses endogenous retroviruses and preimplantation- and germ line-specific genes in mouse embryonic stem cells. Mol. Cell. Biol..

[bib20] Humpherys D., Eggan K., Akutsu H., Hochedlinger K., Rideout W.M., Biniszkiewicz D., Yanagimachi R., Jaenisch R. (2001). Epigenetic instability in ES cells and cloned mice. Science.

[bib21] Hung S.S.C., Wong R.C.B., Sharov A.A., Nakatake Y., Yu H., Ko M.S.H. (2013). Repression of global protein synthesis by Eif1a-like genes that are expressed specifically in the two-cell embryos and the transient Zscan4-positive state of embryonic stem cells. DNA Res..

[bib22] Ishiuchi T., Torres-Padilla M.-E. (2013). Towards an understanding of the regulatory mechanisms of totipotency. Curr. Opin. Genet. Dev..

[bib23] Ishiuchi T., Enriquez-Gasca R., Mizutani E., Bošković A., Ziegler-Birling C., Rodriguez-Terrones D., Wakayama T., Vaquerizas J.M., Torres-Padilla M.-E. (2015). Early embryonic-like cells are induced by downregulating replication-dependent chromatin assembly. Nat. Struct. Mol. Biol..

[bib24] Kigami D., Minami N., Takayama H., Imai H. (2003). MuERV-L is one of the earliest transcribed genes in mouse one-cell embryos. Biol. Reprod..

[bib25] Kolodziejczyk A.A., Kim J.K., Tsang J.C.H., Ilicic T., Henriksson J., Natarajan K.N., Tuck A.C., Gao X., Bühler M., Liu P. (2015). Single cell RNA-sequencing of pluripotent states unlocks modular transcriptional variation. Cell Stem Cell.

[bib26] Kumar R.M., Cahan P., Shalek A.K., Satija R., DaleyKeyser A.J., Li H., Zhang J., Pardee K., Gennert D., Trombetta J.J. (2014). Deconstructing transcriptional heterogeneity in pluripotent stem cells. Nature.

[bib27] Lee H.J., Hore T.A., Reik W. (2014). Reprogramming the methylome: erasing memory and creating diversity. Cell Stem Cell.

[bib28] Leitch H.G., McEwen K.R., Turp A., Encheva V., Carroll T., Grabole N., Mansfield W., Nashun B., Knezovich J.G., Smith A. (2013). Naive pluripotency is associated with global DNA hypomethylation. Nat. Struct. Mol. Biol..

[bib29] Macfarlan T.S., Gifford W.D., Agarwal S., Driscoll S., Lettieri K., Wang J., Andrews S.E., Franco L., Rosenfeld M.G., Ren B., Pfaff S.L. (2011). Endogenous retroviruses and neighboring genes are coordinately repressed by LSD1/KDM1A. Genes Dev..

[bib30] Macfarlan T.S., Gifford W.D., Driscoll S., Lettieri K., Rowe H.M., Bonanomi D., Firth A., Singer O., Trono D., Pfaff S.L. (2012). Embryonic stem cell potency fluctuates with endogenous retrovirus activity. Nature.

[bib31] Maksakova I.A., Thompson P.J., Goyal P., Jones S.J., Singh P.B., Karimi M.M., Lorincz M.C. (2013). Distinct roles of KAP1, HP1 and G9a/GLP in silencing of the two-cell-specific retrotransposon MERVL in mouse ES cells. Epigenetics Chromatin.

[bib32] Park S.-J., Shirahige K., Ohsugi M., Nakai K. (2015). DBTMEE: a database of transcriptome in mouse early embryos. Nucleic Acids Res..

[bib33] Peat J.R., Dean W., Clark S.J., Krueger F., Smallwood S.A., Ficz G., Kim J.K., Marioni J.C., Hore T.A., Reik W. (2014). Genome-wide bisulfite sequencing in zygotes identifies demethylation targets and maps the contribution of TET3 oxidation. Cell Rep..

[bib34] Rowe H.M., Jakobsson J., Mesnard D., Rougemont J., Reynard S., Aktas T., Maillard P.V., Layard-Liesching H., Verp S., Marquis J. (2010). KAP1 controls endogenous retroviruses in embryonic stem cells. Nature.

[bib35] Schlesinger S., Goff S.P. (2015). Retroviral transcriptional regulation and embryonic stem cells: war and peace. Mol. Cell. Biol..

[bib36] Scialdone A., Natarajan K.N., Saraiva L.R., Proserpio V., Teichmann S.A., Stegle O., Marioni J.C., Buettner F. (2015). Computational assignment of cell-cycle stage from single-cell transcriptome data. Methods.

[bib37] Sharif J., Endo T.A., Nakayama M., Karimi M.M., Shimada M., Katsuyama K., Goyal P., Brind'Amour J., Sun M.A., Sun Z. (2016). Activation of endogenous retroviruses in Dnmt1(-/-) ESCs involves disruption of SETDB1-mediated repression by NP95 binding to hemimethylated DNA. Cell Stem Cell..

[bib38] Storm M.P., Kumpfmueller B., Bone H.K., Buchholz M., Sanchez Ripoll Y., Chaudhuri J.B., Niwa H., Tosh D., Welham M.J. (2014). Zscan4 is regulated by PI3-kinase and DNA-damaging agents and directly interacts with the transcriptional repressors LSD1 and CtBP2 in mouse embryonic stem cells. PLoS ONE.

[bib39] Sun B., Ito M., Mendjan S., Ito Y., Brons I.G.M., Murrell A., Vallier L., Ferguson-Smith A.C., Pedersen R.A. (2012). Status of genomic imprinting in epigenetically distinct pluripotent stem cells. Stem Cells.

[bib40] Thompson P.J., Dulberg V., Moon K.-M., Foster L.J., Chen C., Karimi M.M., Lorincz M.C. (2015). hnRNP K coordinates transcriptional silencing by SETDB1 in embryonic stem cells. PLoS Genet..

[bib41] Torres-Padilla M.E., Chambers I. (2014). Transcription factor heterogeneity in pluripotent stem cells: a stochastic advantage. Development.

[bib42] von Meyenn F., Iurlaro M., Habibi E., Liu N.Q., Salehzadeh-Yazdi A., Santos F., Petrini E., Milagre I., Yu M., Xie Z. (2016). Impairment of DNA methylation maintenance is the main cause of global demethylation in naive embryonic stem cells. Mol. Cell.

[bib43] Walter M., Teissandier A., Pérez-Palacios R., Bourc’his D. (2016). An epigenetic switch ensures transposon repression upon dynamic loss of DNA methylation in embryonic stem cells. eLife.

[bib44] Wu J., Huang B., Chen H., Yin Q., Liu Y., Xiang Y., Zhang B., Liu B., Wang Q., Xia W. (2016). The landscape of accessible chromatin in mammalian preimplantation embryos. Nature.

[bib45] Zalzman M., Falco G., Sharova L.V., Nishiyama A., Thomas M., Lee S.-L., Stagg C.A., Hoang H.G., Yang H.-T., Indig F.E. (2010). Zscan4 regulates telomere elongation and genomic stability in ES cells. Nature.

How the deposited data were processed for this re-analysis (not part of the article)

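Whole-genome bisulfite libraries of newly emerging negative E14 cells, 3 at 3 days and 3 at 7 days after re-plating of sorted MERVL+Zscan4c+ cells, were analysed. The authors deposited counts of methylated and unmethylated calls for each CpG cytosine and strand, which are neither normalized nor filtered on coverage. The aligner, the caller and the removal of duplicates are not given in the sources used here. The paper names a genome build for the coordinates of a gene cluster, but none is stated for these counts. All CpG positions in the files match those of GRCm38, which was used for annotation together with GENCODE M21.

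From these counts, levels were computed as methylated calls over all calls, with both strands summed. Genome-wide levels used chromosomes 1 to 19, X and Y. Windows held 50 consecutive CpGs, gene bodies were those of protein-coding genes, and imprint DMRs were a list fixed from general knowledge. Regions needed at least 10 calls in every library. Total nuclear calls ranged from 13859333 to 16764791 per library, with a median of 15564274 at 3 days and 16026484 at 7 days. Reads from 100 cells amplified over 10 cycles without molecular identifiers are not independent molecules, so the number of calls overstates the precision, and the library was taken as the unit.

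Levels were compared by exact permutation tests over libraries. Windows and DMRs were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with a coefficient per library for its calls and a methylation level per time point. The common dispersion was estimated from every 10th window. A quasi-binomial model used limma 3.58.1 to moderate the dispersion. Tables were made with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. The tests were run on simulated data at the depth of the real windows, with an assumed spread between replicates. In these data 200 windows changed by a known, large amount, downwards where most calls were methylated and upwards elsewhere. edgeR recovered 120 of the 200 among 323321 windows of 50 CpGs with 1 unchanged window called, and 188 of the 200 among 105661 windows of 200 CpGs with 9 unchanged windows called. The quasi-binomial model recovered 132 and 155 of the 200, with 8 and 9 unchanged windows called. With an assumed uniform rise in every window instead, edgeR called 0 windows of either size, and the quasi-binomial model 3819 of 323321 and 2232 of 105661. In the real data edgeR called 22898 windows of 200 CpGs, so the simulated rise did not reproduce them. The recovered counts therefore do not give the power for the real change. The list test for gene bodies, on 104 random genes of 18965, as many as were tested, gave percentile 68.1 with nothing added and 100 with 5 points added.

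The named regions were the 16 imprint DMRs of the list, the genes named in the paper, and windows past the adjusted threshold with no overlap between time points, of which there were none. Alternatives covered the minimum number of calls, window size and grid, weighting of calls, strand, gene and DMR definitions, the replicate letters as a block, other tests, and leaving out each library in turn. The designs, the list and most alternatives were set before the data were examined. The correction for the level of the densest windows, the weighting by CpG density, windows inside gene bodies, the quasi-binomial model in windows of 200 CpGs, the minimum of calls, Fisher's exact test and windows of 200 CpGs for the count of changed DMRs, the corrected DMR mean with each library left out, the DMR mean without Snrpn, gene coordinates of Table S1, and the strand and leave-out alternatives for mitochondrial DNA were chosen after seeing the data. Pile-ups, left out of the densest windows, were windows with more than 20 times the median calls, a rule also set after seeing the data. Bodies of Zscan4b to Zscan4f had 0 to 10 calls per library and are not reported.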

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

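The tests in this part were chosen after the result was seen, except that the mitochondrial level itself was planned as a check of bisulfite conversion.

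CpGs of mitochondrial DNA, which the paper does not report on, were called methylated in 34.2% ± 4.97 (SD, n = 3) of calls at 3 days and 40.4% ± 0.191 (SD, n = 3) at 7 days, where a count of 0 would allow up to 0.00847% in the library with the fewest mitochondrial calls. The rise of 6.16 points (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow) became 3.47 points without 3 days replicate C. The level differed by strand, at 68.3% on the forward and 29.7% on the reverse strand at 3 days, and 77.6% and 34.8% at 7 days. The pooled level lay nearer that of the reverse strand, since most mitochondrial calls were on it. Incomplete conversion of whole libraries is argued against by nuclear windows of 50 CpGs within 500 bp, whose level was at most 11.3% in a library, while the lowest mitochondrial level in a library was 28.9%. Nuclear copies of mitochondrial DNA remain open. Methylated calls per mitochondrial CpG were at least 51.1 times the calls per nuclear CpG in each library, but the number of such copies in this line and the placement of their reads were not measured. Conversion that failed on mitochondrial DNA alone was not tested, and no biological explanation was tested beyond the time points. The mitochondrial level therefore gives no estimate of nuclear non-conversion.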

How the results depend on the processing

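The rise from 3 to 7 days kept its direction under all alternatives run for the genome-wide level (15 alternatives, 5.84 to 10.6 points), the window median (14 alternatives, 9.63 to 12.7 points) and the gene body median (14 alternatives, 6.20 to 11.2 points), and moved by less than the replicate SD in each. With single libraries left out, the ranges were 5.84 to 10.6, 10.4 to 12.7 and 6.20 to 11.2 points. The change in the imprint DMR mean ranged from -7.58 to -0.2997 points over 22 alternatives, and from -6.21 to -0.2997 with single libraries left out. With the correction for the level of the densest windows, chosen after seeing the data, it was -5.86 points, beyond both SDs of the corrected levels. The corrected change ranged from -7.14 to -3.55 with single libraries left out, the latter without 7 days replicate C. The DMR change relative to the windows ranged from -18.8 to -12.7 points, and from -17.2 to -12.8 with single libraries left out. Because 3 libraries against 3 cannot give a p below 0.1, the p-values say nothing about stability.

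Levels at a time point depended more on the processing than the differences did. The gene body median at 3 days lay between 50.5% and 72.2% and the genome-wide level between 44.8% and 64.9%. Of 124 alternatives for single DMRs, 121 moved the change by less than the replicate SD and 3 moved it by more, but these SDs are wide, and in 9 of the 16 regions the change had the other sign in at least 1 alternative.

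The number of changed windows depended on window size and test. It was 0 by edgeR with 5 or 20 calls as the minimum, by the quasi-binomial model and with each library left out (0 to 0), while Fisher's exact test on pooled calls gave 96170, windows of 200 CpGs gave 22898, and the quasi-binomial model in windows of 200 CpGs, which was chosen after seeing the data, gave 16895. Windows of 200 CpGs hold more calls and are fewer. For the pooled test the spread between replicates is ignored by construction. At an unadjusted p below 0.05 the count was 67671, and 1 of the 10 splits of the 6 libraries, the real split, gave as many, so chance cannot be excluded with 10 splits. For the DMRs, where 0 were below that p, 10 of 10 splits gave as many, which decides nothing. The number of changed DMRs, adjusted over the list alone, was 2 by Fisher's exact test on pooled calls, chosen for the DMRs after seeing the data, and 0 in the other 12 of 13 alternatives.

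The letters A, B and C are shared by the time points. Deviations of windows from the time point means correlated at 0.0189 (A), -0.0108 (B) and 0.0206 (C) between libraries of a letter, which does not show that a letter pairs libraries. Single windows hold few calls, however, and in 5 of 7 measures compared after seeing the data, the genome-wide level, gene bodies, DMR mean, densest windows and mitochondrial DNA, the letters had the same order at both time points (A highest, C lowest), but not for the window median or the corrected DMR mean. A pairing therefore stays open. Within letters the DMR mean changed by -6.27 to -1.70 points and the densest windows by 0.311 to 5.64 points. With the replicate block, edgeR called 0 windows and 0 DMRs, the exact sign-flip p was 0.25 for each of the rises of 8.15, 11.2 and 8.65 points and the changes of -3.66 and -14.8 points, and 0.25 is the smallest p that 3 pairs allow.

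For the gene bodies of the network genes of Table S1, the median gain minus that of matched genes ranged from -1.25 to -0.223 points with single libraries left out. It fell outside the central 95% of matched lists only without 7 days replicate B (-1.25 points, percentile 2.26). With the gene coordinates of Table S1, chosen after seeing the data, it was 0.166 points. The mitochondrial rise ranged from 3.47 to 8.36 points with single libraries left out. The cause of these changes was not tested. Depth limits what single regions can show, since windows of 50 CpGs had a median of 35 calls per library.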

Differences from the paper's values

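None of the main values differed from those read from the paper's figures by more than both the replicate SD and 1.5 times. Of the alternatives set before the data were examined only 1 value did, the genome-wide level of 50.7% at 7 days over cytosines covered in all 6 libraries, against about 77% in Fig. 7E, read by eye. A difference of 1.5 times is large at such levels, so this rule says little. By the replicate SD alone, the main genome-wide and gene body values lay below the figure's at both time points. The genome-wide level of 58.3% at 3 days and 66.4% at 7 days compares with about 67% and about 77% in Fig. 7E, read by eye. The window medians of 71.8% and 82.997% compare with about 72% and about 83% in Fig. 7F, read by eye. For gene bodies the medians of 53.6% and 62.3% lie below the figure's, which are about 72% and about 83% in Fig. 7F, read by eye. With the first 1 kb of each gene left out they were 68.4% and 79.6%. Taken over windows of 50 CpGs inside gene bodies, a setting chosen after seeing the values, they were 72.2% and 83.2%. For the genome-wide level, weighting by CpG density, also chosen after seeing the values, gave 64.9% and 74.5%. The imprint DMR medians of 30.3% and 24.5% (means of 33.5% and 29.9%), over a list that is not the paper's, compare with medians of about 33% at both time points in Fig. 7F, read by eye.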

Other observations

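Tests in this part on conversion, CpG density, and the depth of chromosome 14 were chosen after the results were seen.

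The level of the densest windows, 50 CpGs within 500 bp outside pile-ups, differed between libraries, from 1.54% to 5.64% at 3 days and from 3.53% to 11.3% at 7 days, and was 2.65 points higher at 7 days on average (exact permutation test, two-sided, p = 0.5). Lower conversion at 7 days is argued against as the whole cause of the higher methylation. The window median still rose by 11.2 points after the correction for this level, which subtracts it and rescales the rest. The same correction moved the genome-wide rise from 8.15 to 7.59 points and the change in the imprint DMR mean from -3.66 to -5.86 points, with the DMR mean of each 7 days library then below that of each 3 days library. A shift of calls towards CpG-poor sequence is argued against too, since with each CpG density class weighted by its share of the genome in every library the genome-wide level rose by 9.56 points, more than the larger replicate SD of 3.01. Whether the densest windows differ through conversion or methylation stays open, as does any difference between the time points other than culture time.

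The absence of a rise at imprint DMRs was set against tiles of 2001 bp with a similar number of CpGs and a similar level in a held-out 3 days library. With each 3 days library held out in turn, the DMRs gained on average 10.6 points less than matched tiles (a difference of -10.6 points) and lay below all 10000 matched random sets. That CpG-dense regions of a similar level in the held-out library do not rise either is therefore argued against. The tiles were not matched on calls, and their level in the other 3 days libraries was not compared with that of the DMRs. The random sets vary the tiles and not the libraries. A hypothesis is that the DMRs in this list may regain less methylation than comparable regions, but the list is short, the libraries are few and steady-state cells were not analysed here.

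Replicates differed more in the 15 DMRs than counting error gives, with a chi-square per degree of freedom of 9.03 within time points. Tiles matched on CpG number, level and calls had 6.47 on average, and the DMRs lay at percentile 95.3 among matched sets, inside the central 95%. The spread is consistent with one shared by other regions of this kind, such as few starting molecules from 100 cells, which was not measured.

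On chromosome 14, calls per window were low in all 6 libraries from 40 to 90 Mb and from 3 to 8 Mb. After matching on GC content, CpG density and masked repeats to the other autosomes, the depth of these segments, which were picked for it, was 0.459 and 0.317, against 0.937 on the rest of chromosome 14 and 0.518 on the X chromosome. The median over the whole of chromosome 14, where no segment was picked, was 0.677, while the other 18 autosomes lay between 0.962 and 1.05. For 40 to 90 Mb, GC content and repeats are thereby argued against as the whole cause, and sequence that cannot be aligned is argued against by the 90th percentile of depth, which was also low, at 0.543 of that on other autosomes. A hypothesis is that these cells may carry a single copy of this segment, which the paper does not report. From 3 to 8 Mb the depth lay below that of the X chromosome and the 90th percentile was 0.828, so both explanations stay open there and nothing is inferred about copies. There were 47 other runs of low depth, of at most 4 Mb, on the other autosomes. That on chromosome 7 from 58 to 62 Mb was as low, at 0.453, and holds the Snrpn DMR, without which (chosen after seeing the data) the change in the DMR mean was -4.78 points. The cause of these runs was not tested. The depth of chromosome 14 from 40 to 90 Mb lay between 0.450 and 0.473 in the 6 libraries, and no biological explanation was tested.

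Of the 172 genes of Table S1, 159 matched the annotation and 104 had at least 10 calls in every library. Their gene bodies gained a median of 8.00 points from 3 to 7 days against 8.48 in matched random lists, at percentile 21.7 of 10000 lists. The hypothesis that network genes regain methylation to another extent than other genes was not borne out, but with 104 of 172 genes covered it stays open.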
